A study of Crinum x powellii with 21 samples.

How the data were processed

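The samples were 21 RNA-seq libraries of polyadenylated RNA from Crinum x powellii 'Album', an ornamental amaryllid grown from bulbs. The labels place them in 8 groups: root (n = 2), leaves (n = 3), bulb (n = 3), basal plate (the short stem at the foot of the bulb, n = 2) and callus in 4 culture conditions. Callus is undifferentiated tissue that formed in culture on explants of paired bulb scales. It was grown with 2 or 4 mg/L of 2,4-D, a synthetic auxin, either with 14 h of light and 10 h of darkness per day or in darkness for 24 h. The callus groups held 3 libraries in light with 2 mg/L, 3 in light with 4 mg/L, 2 in darkness with 2 mg/L and 3 in darkness with 4 mg/L. The titles of the callus libraries at 2 mg/L carry a 3, whereas those at 4 mg/L carry a 4. The doses used here are those of the treatment label, and the mismatch could not be resolved. Per the labels' protocols, callus RNA was isolated with a column kit and organ RNA with a CTAB buffer, so the isolation method cannot be separated from the contrast of callus with organs.

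The series design text states that earlier datasets of the species were brought together on a single assembled transcriptome. The features carry the naming scheme of the Trinity assembler, and the files do not pair them with gene names or functions. The authors deposited 8 tables: estimated counts and TPM per isoform and per gene, from salmon per the file names and from a first quantifier whose name is not given in the sources used here. Versions, read filters and quantification settings are likewise not given in the sources used here. The deposited TPM columns each add up to the same total, and the TPM of a gene equals the sum over its isoforms. The deposited gene tables that are named as counts hold other values: within a tolerance of 1% plus 0.02 counts, 100% of their values equal the gene TPM multiplied by the library total and divided by the TPM total. In the first quantifier's gene table, among values whose isoform counts summed to over 10, 91.9% differed by over 10% from that sum. They are therefore TPM on another scale and carry no count per gene. The design fixed before the data were examined assumed gene counts. The estimated counts per isoform that the authors deposited from the first quantifier were summed per gene and rounded to whole numbers for the tests.

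The groups, the tests, the libraries in each fit, the rule for naming features and most of the alternatives were fixed before the data were examined. Changes in expression were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM scaling, filterByExpr) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the FDR. A feature past this threshold is termed called. The 11 callus libraries were fitted together, as were the 10 organ libraries, and callus was compared with bulb in a fit of 14 libraries. The filter left 121349 features in the callus fit, 100919 in the organ fit and 123345 in the fit of callus and bulb. The organ-enriched features of an organ were those higher there than in each of the other 3 organs at an FDR under 0.05. The rule named the largest rise and the largest fall in light against darkness at 4 mg/L and in leaves against bulb, by fitted log2 fold change, among called features with at least 10 CPM in every library of the higher group and no overlap between the libraries of both groups. Pearson correlations of libraries used log2(CPM + 1). Single values per library were compared between callus and organs with a two-sided permutation test of 100000 resamples. This test shuffled libraries without regard to the 8 groups, so its p-values do not measure the spread between groups. Principal component analyses were made of log2 CPM with a prior count of 2.

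The procedure was tested on simulated data, in which 200 features were changed by 4-fold or 2-fold in counts drawn from the real means and library sizes. The changed features were picked among those with a mean of at least 1 CPM, so the recovered shares do not cover weaker features. For light against darkness at 4 mg/L, on 121349 features, edgeR recovered 100% of the 4-fold and 37% of the 2-fold changes, and 9.27% of its calls were false. For 4 against 2 mg/L in darkness, on 121349 features, these values were 92%, 26% and 7.81%. For leaves against bulb, on 100919 features, they were 56%, 4% and 4.76%, and for root against bulb, on 100919 features, 50%, 4% and 6.90%. For callus against bulb, on 123345 features, they were 100%, 72% and 8.51%. With 200 features changed, 2-fold changes in the organs were thus mostly missed in the simulation. These shares need not hold in the real data, where far more features were called. Leaves against bulb called 42446 features, of which 38611 changed at least 2-fold, so that some smaller changes were called as well.

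Alternatives were RLE size factors, no filter on low counts, a filter of at least 1 CPM, DESeq2 1.42.0, salmon counts, isoform counts, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1), all 21 libraries in a single fit, the replicate label as a block, an added requirement of an absolute log2 fold change of at least 1, and each library left out in turn. Further alternatives were chosen after the data were seen: the deposited gene table taken as counts, library totals alone as scaling, removal of a trend with feature length, thinning of the callus libraries, libraries of groups of 2 left out on the features tested with all libraries, all alternatives for the principal components, and a wider choice of features in the test of organ-enriched sets. A fold against a group at 0 was computed from pooled counts on scaled library sizes against a floor of 3 counts over the group. Such floors, and the 95% intervals of count ratios, cover counting error only. No sequence or annotation of the transcriptome was used here.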

Results

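Expression was measured in 21 libraries of Crinum x powellii 'Album', 10 from organs and 11 from callus. The estimated counts added up to between 26403881 and 67502918 per library (median 43251035). Totals ranged from 28071524 to 43251035 in the basal plate, from 29530840 to 41784168 in the bulb, from 31524940 to 67502918 in leaves and from 37825328 to 37894974 in root. In callus they ranged from 26403881 to 59071345 in light with 2 mg/L of 2,4-D and from 49682004 to 58704905 in light with 4 mg/L. In darkness they ranged from 37313712 to 45927818 with 2 mg/L and from 47354328 to 51608142 with 4 mg/L.

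Replicate libraries were compared first. Across features, which are not independent replicates, the median Pearson correlation of log2(CPM + 1) was 0.991 over the 18 pairs within groups and 0.921 over the 192 pairs between groups. The lowest correlation within a group, 0.905, joined both basal plate libraries, and the lowest within the other groups was 0.981. No pair agreed within sampling noise, since the chi-square statistic per feature lay between 6.55 and 48.0, and every library was counted as a separate sample. The alternative that moved the median within groups most was log2(CPM + 0.1), with 0.963.

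The number of features with at least 1 CPM was 37084 ± 2274 (SD, n = 11) in callus and 36136 ± 8626 (SD, n = 10) in organs. The difference of 948 was smaller than the spread between libraries (permutation test, p = 0.799, adjusted p = 0.799 over 2 tests). Basal plate replicate 2 held 57736 such features, and without it the difference was 3348.5 with a permutation p of 0.0444. The group means ranged from 29317 ± 1021 (SD, n = 3) in bulb to 47893 ± 13920 (SD, n = 2) in the basal plate. The 100 most abundant features took 11.7% ± 0.989 (SD, n = 11) of the counts in callus and 12.1% ± 1.94 (SD, n = 10) in organs, which the permutation test did not separate (p = 0.564, adjusted p = 0.799). Because callus and organ RNA were isolated by different methods, no value within a shared method can be given.

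**Figure D1:**
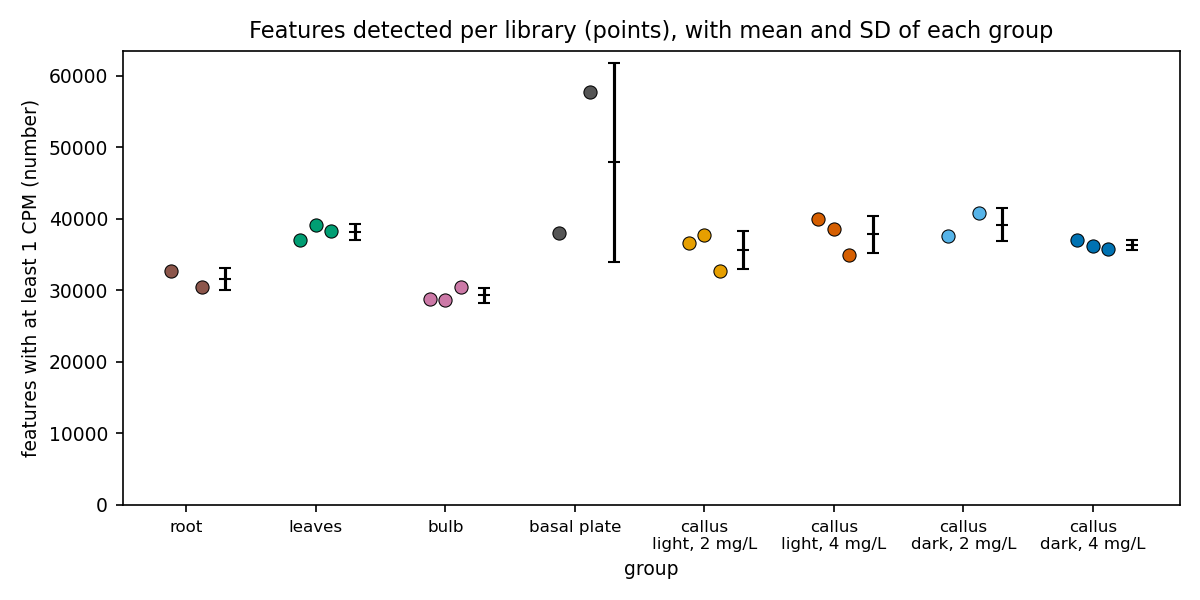
Number of features with at least 1 CPM (vertical axis) in each of the 21 libraries (points), by group (horizontal axis), with the mean and SD of each group as a bar at the side. Basal plate replicate 2 lies at 57736 and the next highest organ library at 39096.

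Principal component analysis set light-grown callus at 2 mg/L, light-grown callus at 4 mg/L and dark-grown callus apart. Their scores on the leading component ran from 270.8 to 277.3, from -27.8 to -4.2 and from -172.9 to -134.9, in this order. Light-grown callus at 4 mg/L thus lay nearer to dark-grown callus there than to light-grown callus at 2 mg/L. The leading component held 44.2% of the variance of the 11 callus libraries and the next 17.6%. In the 10 organ libraries these shares were 46.9% and 17.7%, with 12.3% on the component after them. The share on the leading component ranged from 35.6% with isoform counts to 60.8% with at least 1 CPM in callus, and from 38.1% to 53.7% under the same alternatives in organs.

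**Figure D2:**
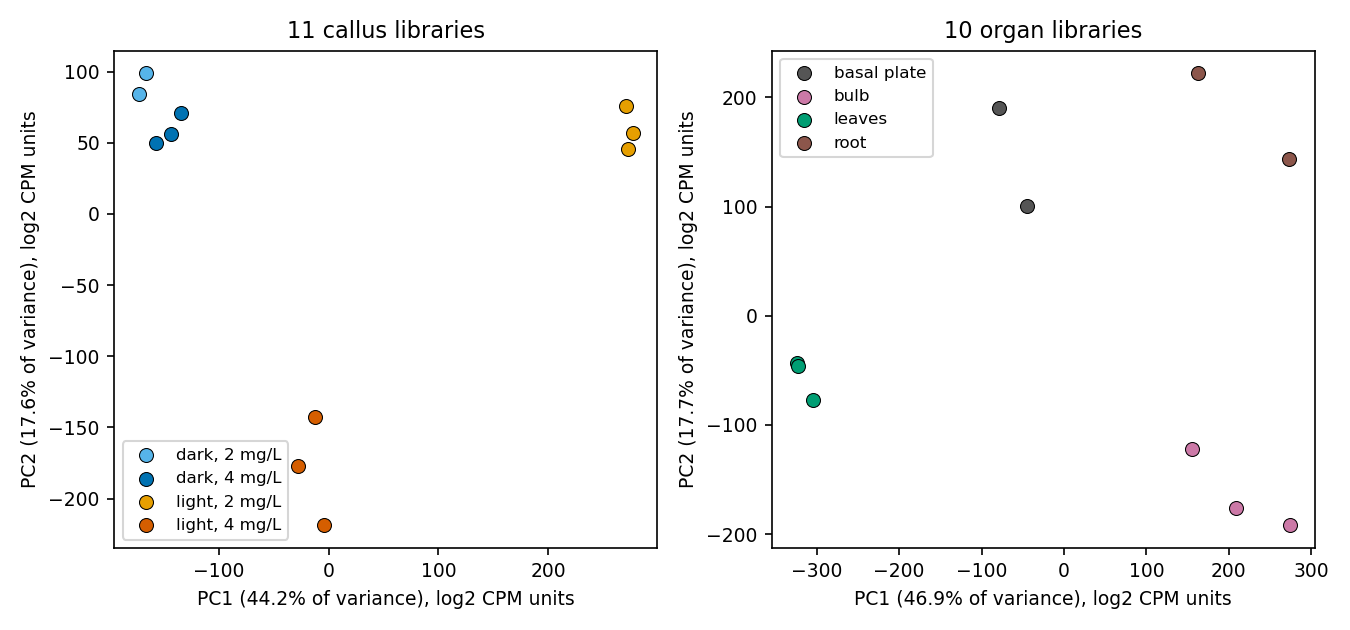
Scores on the leading pair of principal components of log2 CPM for the 11 callus libraries (left) and the 10 organ libraries (right), each point a library and each colour a group. PC1 holds 44.2% of the variance in callus and 46.9% in organs.

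The callus cultures addressed how light and the concentration of 2,4-D act on the transcriptome. At 2 mg/L, light-grown callus differed from dark-grown callus in 31007 of 121349 tested features, of which 16289 were higher and 14718 lower in light. A change of at least 2-fold was found for 26390 of them, and the median absolute log2 fold change of the called features was 1.93. The alternative that moved this count most was the deposited gene table taken as counts, with 11704 features. Without callus in darkness with 2 mg/L replicate C the count was 20027. The direction of the calls depended on the scaling: the share that was higher in light was 52.5% under TMM, 33.7% under library totals and 35.9% with limma on log2(TPM + 1). The median log2 fold change of all tested features was -0.06 under TMM and -0.38 under library totals, and calls are given relative to the TMM value.

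At 4 mg/L, light against darkness gave 15288 called features, 8877 higher and 6411 lower in light. Of these, 11156 changed at least 2-fold, and the median absolute log2 fold change was 1.44. The share that was higher in light was 58.1% under TMM, 55.4% under library totals, 45.3% with limma on log2(TPM + 1) and 68.5% with the deposited gene table taken as counts. The largest rise under the naming rule was that of Crpow_TRINITY_DN5960_c0_g1, with 15.7 ± 5.20 CPM (SD, n = 3) in light and 0 counts in each of the 3 dark-grown libraries. It was at least 748-fold higher in light, with an adjusted p of 9.15e-14. It also had 0 counts in both dark-grown libraries at 2 mg/L, and the labels name no donor plant for any library. The largest fall was that of Crpow_TRINITY_DN39177_c0_g1, with 1.87 ± 0.245 CPM (SD, n = 3) in light and 44.1 ± 34.3 CPM (SD, n = 3) in darkness. Its log2 fold change was -4.55 with a standard error of 0.47 and an adjusted p of 3.95e-08. The pooled counts were 6659 in darkness and 306 in light, a ratio of 23.7 on scaled library sizes with a 95% counting interval from 21.1 to 26.7. The dark-grown libraries ranged from 13.6 to 82.3 CPM by library total, a spread far wider than this interval, and the log2 fold change was -3.76 without callus in darkness with 4 mg/L replicate B. No such fall was seen at 2 mg/L, where the 3 light-grown libraries had 11.1 to 19.5 CPM by library total and the dark-grown libraries 6.97 and 22.6. The files do not pair either feature with a gene name.

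Calls in light against darkness were shared in part between both concentrations, whose contrasts use different libraries. Of the features, 8374 were called at both, 22633 at 2 mg/L alone and 6914 at 4 mg/L alone. Among those called at both, 4943 were higher in light at both, 2573 were lower at both and 858 changed in opposite directions, so that 89.8% had the same direction. Which direction held the majority depended on the method: 4490 were higher and 4207 lower at both under library totals, 3401 and 4861 with limma on log2(TPM + 1), and 1619 and 312 with the deposited gene table taken as counts. Across the 121349 features, which are not independent replicates, the log2 fold changes had a Pearson r of 0.42 and a Spearman rho of 0.34. Across the 15210 features with a mean of at least 10 CPM r was 0.67, and the SD of the log2 fold changes was 1.52 at 2 mg/L and 0.91 at 4 mg/L.

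**Figure D3:**
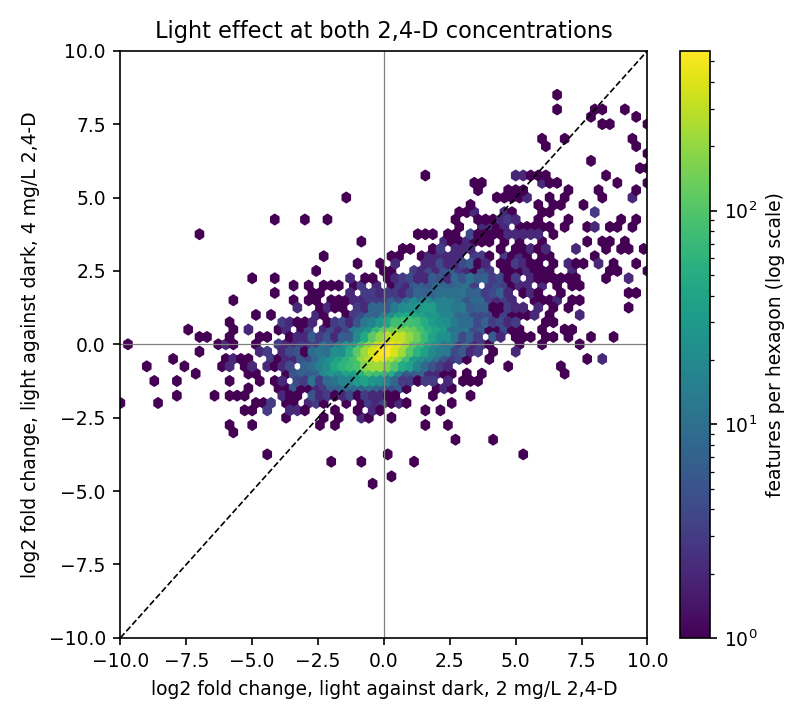
Log2 fold change in light against darkness at 2 mg/L (horizontal axis) and at 4 mg/L (vertical axis) for 15210 features with a mean of at least 10 CPM, of which 35 lie outside the axes; colour gives the number of features per hexagon on a log scale and the dashed line marks equal values. The SD is 1.52 along the horizontal and 0.91 along the vertical axis.

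The difference between both light effects was tested as an interaction, which called 13978 features. Of these, 6747 had a higher and 7231 a lower light effect at 4 mg/L, and for 11645 (83.3%) the fitted change was smaller in size at 4 mg/L. Without callus in darkness with 2 mg/L replicate C the interaction called 9269 features. The share with a higher effect at 4 mg/L was 48.3% under TMM, while under library totals 10997 features had a higher and 4939 a lower effect, and the median of all features moved from 0.10 to 0.45 on the log2 scale.

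The concentration of 2,4-D was compared within each light regime. In light, 4 against 2 mg/L gave 26352 called features, 13488 higher and 12864 lower at 4 mg/L, with 20886 changed at least 2-fold and a median absolute log2 fold change of 1.64. The share that was higher was 51.2% under TMM and 63.5% under library totals, with medians of all features of 0.05 and 0.22 on the log2 scale. In darkness, the same comparison gave 610 called features, 509 higher and 101 lower, while 9679 had an unadjusted p under 0.05. DESeq2 called 649 features in darkness. This count rested on single libraries: it was 1457 without replicate A and 114 without replicate C of callus in darkness with 2 mg/L, and 307 without replicate C of callus in darkness with 4 mg/L. With 1 library left in the group at 2 mg/L, the filter let through 146290 features without replicate A and 144923 without replicate C. On the 121349 features tested with all libraries, these counts were 1358 and 52. The share that was higher in darkness was 83.4% under TMM and 73.4% under library totals, with medians of all features of -0.03 and -0.20 on the log2 scale.

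**Figure D4:**
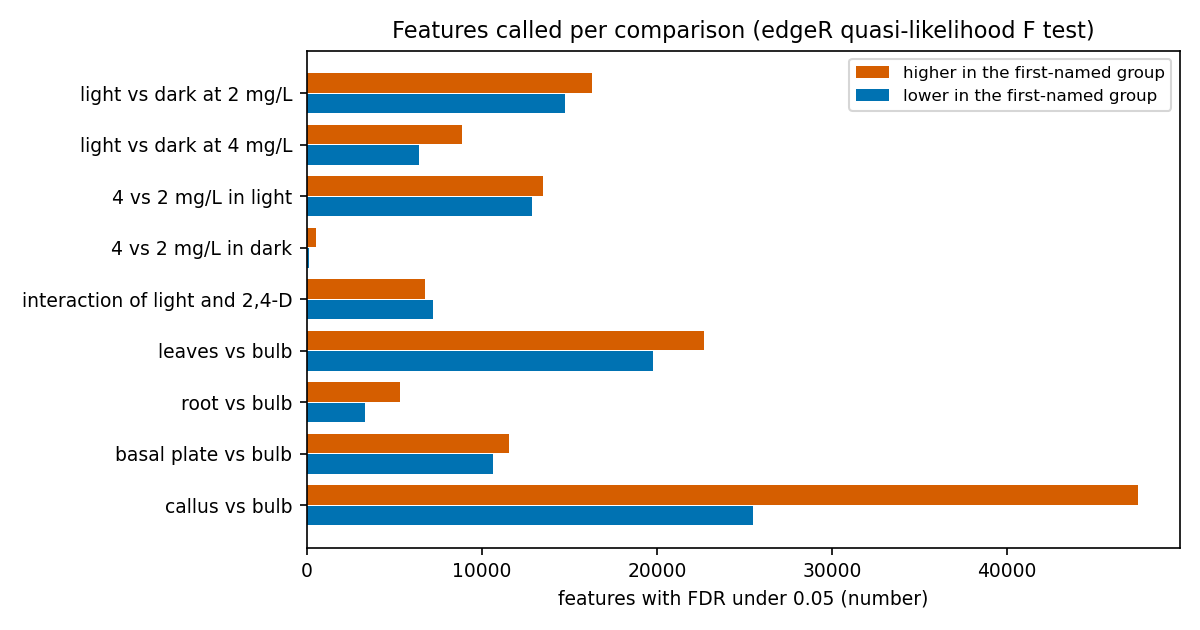
Number of features with an FDR under 0.05 (horizontal axis) in each comparison (vertical axis), higher (orange) and lower (blue) in the group named before "vs"; for the interaction, orange and blue stand for a higher and a lower light effect at 4 mg/L. The bars run from 610 calls in darkness for 4 against 2 mg/L to 72941 for callus against bulb.

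Among the organs, 49220 of 100919 tested features differed between at least a pair of the 4 organs. Without basal plate replicate 1 this count rose, and the filter, which admits more features when a group holds 1 library, tested 174937 features. On the same 100919 features the count rose far less. More tested features alone do not explain the rise. Without root replicate 1 or 3, which also leaves a group with 1 library, 177822 or 179111 features were tested and the count did not rise. The basal plate was then represented by replicate 2 alone only in the fit without replicate 1, and the part of that library in the rise was not tested. The lone remaining basal plate library was assumed to vary like the other groups. Leaves differed from bulb in 42446 features, 22689 higher and 19757 lower in leaves, with 38611 changed at least 2-fold and a median absolute log2 fold change of 2.40. The share that was higher in leaves was 53.5% under TMM, 77.9% under library totals, 74.9% with limma on log2(TPM + 1) and 23.2% with the deposited gene table taken as counts. The median log2 fold change of all tested features was 0.50 under TMM, 0.66 under RLE factors and 1.18 under library totals.

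The largest rise in leaves under the naming rule was that of Crpow_TRINITY_DN3498_c0_g1, with 460.2 ± 184 CPM (SD, n = 3) in leaves and 0 counts in the 3 bulb libraries. It was at least 13623-fold higher in leaves, with an adjusted p of 1.33e-08. In callus it had 5.55 to 13.7 CPM by library total in light with 4 mg/L and 0.423 to 2.53 in the other callus groups. The largest fall was that of Crpow_TRINITY_DN9770_c0_g1, with 0 counts in the 3 leaf libraries and 151 ± 16.6 CPM (SD, n = 3) in bulb. It was at least 8302-fold lower in leaves, with an adjusted p of 1.77e-06. Both root libraries had 0 counts as well, and the basal plate libraries had 280 and 9, so leaves were not alone in lacking it. In callus it had 445 to 1200 counts in light with 2 mg/L and 0 to 1 in light with 4 mg/L. The files do not pair these features with gene names.

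Root differed from bulb in 8659 features, 5329 higher and 3330 lower in root. The count was 4546, 5137 and 5694 without bulb replicates 1, 2 and 3, and 3284 without root replicate 1 (of 177822 tested features), or 4092 on the features tested with all libraries. The median log2 fold change of all tested features was 0.06 under TMM and 0.20 under library totals.

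The basal plate differed from bulb in 22173 features, 11566 higher and 10607 lower in the basal plate. It was 78943 of 174937 tested features without replicate 1 and 13920 of 121311 without replicate 2, with 19503 and 11168 calls shared with all libraries. On the same 100919 features, where the scaling was computed again as well, these counts were 25248 and 13225, so most of the rise to 78943 came with the features let through by the filter and the scaling on them. It was 10760 without bulb replicate 1 and 11182 without bulb replicate 2. The share that was higher in the basal plate was 52.2% under TMM, 90.5% under library totals and 12.8% with the deposited gene table taken as counts. The medians of all tested features were 0.54 under TMM, 0.64 under RLE factors and 1.33 under library totals, on the log2 scale.

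Organ-enriched features numbered 433 in the basal plate, 1433 in bulb, 2011 in leaves and 2310 in root. Each of these counts moved by over 1.5 times when certain libraries were left out. Without basal plate replicate 1 they were 25144, 2690, 3122 and 3571 in the same order among 174937 tested features, and 1648, 2198, 1891 and 3177 on the 100919 features tested with all libraries. The basal plate count was 252 and 278 without bulb replicates 1 and 2, 273 and 266 without leaves replicates 1 and 3, and 190 and 217 without root replicates 1 and 3. The bulb count was 708 and 733 without bulb replicates 1 and 2, and 463 without root replicate 1. The leaf count was 1114 and 1021 without leaves replicates 1 and 3, and the root count was 896 without root replicate 1. With root replicate 1 left out, 177822 features were tested.

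Callus, taken as the mean of its 4 groups, was compared with the bulb, the organ from which its explants came. The fit called 72941 of 123345 features, 47480 higher and 25461 lower in callus. Of these, 61882 changed at least 2-fold, and the median absolute log2 fold change was 2.25. The share that was higher in callus was 65.1% under TMM, while under library totals 65994 were higher and 16479 lower. The median log2 fold change of all tested features was 0.77 under TMM and 1.34 under library totals. The alternative that moved the count most was the filter of at least 1 CPM, with 37032 features. The isolation method differed between callus and bulb throughout, so this comparison is of tissue and method together.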

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

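The tests of a mislabelled light library, of a mislabelled or exchanged dark library, of depth behind the basal plate value, of the PC2 scores and of leaf-enriched features between the callus groups, and the alternatives of library totals, thinning and length trend, were chosen only after the result was seen.

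Basal plate replicate 2 held 57736 features with at least 1 CPM, against 39096 in the next highest of the 10 organ libraries, and lay past Dixon's 95% critical value; chance alone puts about 1 in 20 groups past it. Depth is argued against, since its total of 28071524 was the lowest of the 10 organ libraries, and the library with a lower total, callus in light with 2 mg/L replicate B (26403881), held 37748 such features. Part of the excess came from features seen in this library alone: 11996 features lay under 0.1 CPM in every other library, and they took 2.18% of its counts, where the highest of the other 20 libraries reached 0.0385%. Such features may be RNA of another organism or of another tissue in the sample, a hypothesis that the share of 2.18% goes with and that the files, having no sequences, cannot take further. A broad low-level background of genomic or unspliced RNA stays open. Of the 18902 features that reached 1 CPM here alone, 0.809% reached 10 CPM, and another source spread over many weak features would give the same. Since both basal plate libraries carry the same label, the organ itself does not explain the gap between them, and a difference in what was dissected was not tested. The nearest library to basal plate replicate 1 was bulb replicate 3 (correlation 0.964), not its own partner (0.905).

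The light effect differed between both concentrations of 2,4-D, with 13978 features called in the interaction, 26352 called for 4 against 2 mg/L in light and 610 in darkness. The interaction is the test of that difference. Several technical causes are argued against for the gap between the counts in light and in darkness. Fewer libraries in darkness (3 against 2) are not enough, because leaving out 1 light library still left at least 18697 called features in light, against at most 1457 in darkness with 1 library left out. Library depth is not enough, because thinning the callus libraries to the smallest total left 21906 in light, 509 in darkness and 12420 in the interaction. Scaling through a few abundant features is not enough, because the lower count in light under RLE factors and library totals was 25900; the interaction called 13440 and 15936. Removing a trend with feature length left 26653 in light, 589 in darkness and 14862 in the interaction. Features present in only 1 light library, as another organism would give, stay open: 10 of the 26352 had over 90% of their light signal in 1 library, but a feature present in 1 of 3 replicates is seldom called, so this value decides nothing. A single mislabelled light library is argued against, because 0 of the 6 light libraries had their nearest library in another group. In darkness 2 of the 5 libraries did: replicate A at 2 mg/L and replicate B at 4 mg/L were nearest to each other (correlation 0.992), where replicate A had 0.988 with its own partner. A mislabelled or exchanged dark library is argued against as the cause of the gap, because the other 9 assignments of the dark libraries called at most 202 features in darkness and at least 23661 in light, and leaving out replicate A at 2 mg/L raised the count in darkness to no more than 1457.

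What stays open for the interaction includes a difference of explants or donor plants between the light groups, since 0 features were absent from all libraries of 1 light group and present in every other library, and an absence of such features excludes no donor plant with another genotype. The biological difference that the design names, light together with 2,4-D, stays among the open explanations. A hypothesis tested on the same libraries is that light-grown callus at 4 mg/L lies between dark-grown callus and light-grown callus at 2 mg/L. On axes drawn from dark (0) to light (1) at 2 mg/L with held-out libraries, its libraries lay at 0.441 on average (0.379 to 0.511), and on 6 of 6 axes all of them lay between the other groups. This decides nothing, since a group that departs in a direction of its own also projects near the middle. A difference only along the line between those groups is argued against, because on PC2 the libraries of light-grown callus at 4 mg/L lay from -219 to -143 and the other 8 callus libraries from 45.9 to 98.8. Dark-grown callus at 4 mg/L lay at 0.107 (0.0455 to 0.143). Whether leaf-enriched features lie as far towards light as all features do stays open, because the place of all features on the axes is no usable measure; their mean score was 1.01 ± 0.0861 (SD, n = 3) in light-grown callus at 4 mg/L, against 1.10 in darkness and 2.03 in light at 2 mg/L. The other sets, in the same order, had 3.78 ± 0.295 (SD, n = 3), 2.56 and 3.51 for root, 3.11 ± 0.235 (SD, n = 3), 2.86 and 3.94 for bulb (79.7% of the set tested), and 0.454 ± 0.0304 (SD, n = 3), 0.446 and 0.544 for basal plate. The basal plate value lay within the range of the dark-grown libraries at 2 mg/L (0.354 and 0.537). At 4 mg/L the basal plate scores did not overlap, with 0.423 to 0.484 in light and 0.595 to 0.635 in darkness. Means in dark-grown callus at 4 mg/L (SD, n = 3) were 1.04 ± 0.0244 for leaves and 2.98 ± 0.0792 for root. They were 3.16 ± 0.101 for bulb and 0.621 ± 0.0226 for basal plate. Crpow_TRINITY_DN39177_c0_g1 fell in light at 4 mg/L but not at 2 mg/L.

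Other splits of the libraries can exclude chance only in part. For light against darkness at 4 mg/L, 1 of the 10 splits of the 6 libraries gave as many features, the real split, and 10 splits cannot give a share under 0.05. The same held for 4 against 2 mg/L in light, with 1 of 10 splits.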

How the results depend on the processing

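The deposited gene table taken as counts, library totals as scaling, removal of the length trend, callus thinning, left-out libraries on the same features and the alternatives for the principal components were tests chosen only after the result was seen. All 4 named features kept their direction and their call in each of 18 alternatives per feature. The highest adjusted p came from edgeR on the deposited gene table taken as counts. They were 0.000339 for Crpow_TRINITY_DN5960_c0_g1, 0.0121 for Crpow_TRINITY_DN39177_c0_g1, 0.000742 for Crpow_TRINITY_DN3498_c0_g1 and 0.00531 for Crpow_TRINITY_DN9770_c0_g1. Since these features were picked from the same data as the largest changes without overlap between groups, this outcome was largely set by the choice. It is no independent support. Counts of calls were compared with a margin of 1.5 times. Callus against bulb stayed within it in 27 of 28 alternatives, light against darkness in 18 of 21 at 2 mg/L and 17 of 20 at 4 mg/L, 4 against 2 mg/L in light in 19 of 22, the interaction in 24 of 29, the features called at both concentrations in 24 of 27, and 4 against 2 mg/L in darkness in 9 of 23. Among the organs, leaves against bulb stayed within it in 14 of 20, root in 10 of 21, basal plate in 9 of 21 and any organ in 21 of 27. Enriched features did so in 9 of 28 for basal plate, 14 for bulb, 21 for leaves and 20 for root, and the correlation moved by over 0.029, the SD of its values with libraries left out, in 10 of 26. Unless a cause is given, the cause was not tested.

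The deposited gene table taken as counts lowered most counts. It called 11704 features for light against darkness at 2 mg/L, 3471 at 4 mg/L and 2006 at both, 7821 for 4 against 2 mg/L in light and 2626 for the interaction. In darkness, edgeR on this table called 0 features for 4 against 2 mg/L, with 16399 at an unadjusted p under 0.05, where DESeq2 on the estimated counts called 649. It called 11026 features for leaves, 1051 for root and 1489 for basal plate against bulb, 12168 for any organ difference, and as organ-enriched 11 in basal plate, 131 in bulb, 329 in leaves and 221 in root. The correlation of both light effects was 0.10.

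Library totals as scaling gave 368 features for 4 against 2 mg/L in darkness, 35539 for basal plate against bulb, and 1365 basal plate-enriched and 751 bulb-enriched features. Under all 21 libraries in a single fit, the counts were 8270 for light against darkness at 4 mg/L and 4399 at both concentrations, 16073 for 4 against 2 mg/L in light and 45 in darkness, 6503 for the interaction, 15602 for root and 40264 for basal plate against bulb, and 77652 for any organ. The enriched counts were 1958 in basal plate, 2238 in bulb, 3875 in leaves and 3612 in root, and the correlation was 0.38.

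With limma on unfiltered log2(TPM + 1), counts were 8104 for light against darkness at 4 mg/L, 3855 at both concentrations, 12908 for 4 against 2 mg/L in light and 11 in darkness, 5312 for the interaction, 13936 for leaves, 1603 for root and 702 for basal plate against bulb, 11685 for any organ, and 146, 185 and 383 for features enriched in basal plate, bulb and root. The correlation was 0.35. With the filter, limma on log2(TPM + 1) called 2 features for 4 against 2 mg/L in darkness, 26820 for leaves, 5143 for root and 5512 for basal plate against bulb, 31295 for any organ, and 873, 609 and 4558 for features enriched in basal plate, bulb and leaves; the correlation was 0.47. On log2(TPM + 0.1), it called 54 for 4 against 2 mg/L in darkness, 27720 for leaves, 4691 for root and 6443 for basal plate against bulb, 31558 for any organ, and 497 and 1069 for features enriched in bulb and root.

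Without a filter on low counts, 4 against 2 mg/L in darkness gave 1413 features, leaves against bulb 23695, and 3489 basal plate-enriched and 856 bulb-enriched features; the correlation was 0.11. With at least 1 CPM, these comparisons gave 335 and 27511, callus against bulb 37032, and the correlation was 0.54; this filter tests fewer features. Isoform counts gave 15 features for 4 against 2 mg/L in darkness, 5735 for root and 11444 for basal plate against bulb, 80, 799 and 1238 features enriched in basal plate, bulb and root, and a correlation of 0.32. Salmon counts gave 806 basal plate-enriched features, and DESeq2 gave 3049 leaf-enriched features.

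Replicate labels shared between groups did not pair the libraries. Deviations from the group means of libraries with the same label correlated between -0.23 and 0.32 in callus, with 3 of 15 pairs over 0.1, and between -0.33 and 0.12 in organs, with 2 of 12 over 0.1. With the label as a replicate block, light against darkness called 29774 features at 2 mg/L and 14750 at 4 mg/L, 4 against 2 mg/L 25085 in light and 667 in darkness, and the interaction 13975. Under the block, leaves, root and basal plate against bulb gave 37804, 6623 and 15143 features. The basal plate-enriched features numbered 173 under the block, and the other counts stayed within 1.5 times. No paired analysis was possible for callus against bulb because these groups share no replicate labels, nor for the values per library, which come from no fit.

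With each library left out in turn, light against darkness at 2 mg/L gave 20027 (without callus in darkness with 2 mg/L replicate C) to 28259 features, and the interaction 9269 (without the same library) to 14201. The comparison of 4 against 2 mg/L in darkness gave 114 (without that library) to 1457 (without its replicate A), and 307 without callus in darkness with 4 mg/L replicate C. The correlation of both light effects lay between 0.34 and 0.43. Root against bulb gave 3284 (without root replicate 1) to 6290, basal plate against bulb 10760 (without bulb replicate 1) to 78943 (without basal plate replicate 1), and any organ 35577 to 110233 (without basal plate replicate 1). Enriched features ranged from 190 (without root replicate 1) to 25144 in basal plate, from 463 (without root replicate 1) to 2690 in bulb, from 1021 (without leaves replicate 3) to 3122 in leaves and from 896 (without root replicate 1) to 3571 in root, each highest value without basal plate replicate 1. Where a group was left with 1 library, that library was assumed to vary like the other groups, and the filter tested more features. On the features tested with all libraries, leaving out callus in darkness with 2 mg/L replicate C gave 20086 for light against darkness at 2 mg/L, 9191 for the interaction and 52 for 4 against 2 mg/L in darkness, where leaving out replicate A gave 1358. On them, root against bulb gave 4092 and 8528 without root replicates 1 and 3. Basal plate against bulb gave 25248 and 13225 without basal plate replicates 1 and 2. Basal plate-enriched features were 1648 without basal plate replicate 1, and 260 and 209 without root replicates 1 and 3. Bulb-enriched features were 2198 without basal plate replicate 1 and 649 without root replicate 1, and root-enriched features 1093 without the latter.

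The difference in detected features between callus and organs reversed to -5899 with gene TPM (permutation p = 0.838), and passed the threshold at 10 CPM, with 586 and a permutation p of 0.00172. Left-out libraries gave 120 to 3348.5, the highest without basal plate replicate 2 (permutation p = 0.0444). The difference in the share of the top 100 features reversed from -0.394 to 0.128 percentage points with salmon counts (permutation p = 0.858). The median correlation within groups was 0.963 with log2(CPM + 0.1), and that between groups was 0.862 on features with at least 1 CPM in at least 2 libraries and 0.882 on isoforms. With libraries left out, the share of variance on the leading component was 40.9% to 49.1% in callus and 42.9% to 53.0% in organs. It moved by over the SD of these values in 7 of 15 alternatives in callus (SD 2.59 percentage points) and in 6 of 14 in organs (SD 3.36). Thinning the callus libraries moved 4 against 2 mg/L from 26352 to 21906 features in light and from 610 to 509 in darkness.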

Other observations

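The tests of depth and isolation method behind the totals of both quantifiers, of isolation method behind callus against bulb, and of the feature absent from dark-grown callus, as well as the length trend alternative and the wider choice of features for the organ-enriched sets, were chosen only after the result was seen.

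Salmon assigned more counts than the first quantifier in every library, and the excess was larger in callus. The ratio of totals was 1.38 ± 0.0113 (SD, n = 11) in callus, from 1.35 to 1.39, and 1.33 ± 0.00989 (SD, n = 10) in organs, from 1.31 to 1.34, with no overlap (permutation p = 2e-05, the smallest that 100000 resamples can give). Libraries of a group can lie close together, as in the basal plate with 1.3146 and 1.3161. The permutation took them as separate, so this p overstates the evidence. A few abundant features are argued against as the whole cause, because without the 100 features that differ most the lowest callus ratio was 1.310 and the highest organ ratio 1.298. Library depth is argued against, because at equal library total, by least squares on the log2 total, the ratio in callus was still 0.0490 higher (SE 0.00519), and at least 0.0459 higher with each library left out in turn. RNA extraction method and tissue cannot be told apart here, because 0 extraction methods were used for both callus and organs.

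Callus against bulb gave 72941 called features under edgeR. Of 100 splits drawn from 364 and tested with limma on log2 CPM, the real split gave 72129 features and the next highest 18936. With 1 of 100 splits as large, the real split, a chance split is excluded. A trend with feature length is argued against as the whole cause, since 77110 features were called after it was removed. RNA extraction method rather than tissue stays open, with 0 extraction methods used for both. For leaves against bulb, 1 of 10 splits gave as many features, a number of splits too small to exclude chance.

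Organ-enriched features, defined in the organ libraries, were followed in the callus contrasts with fry, in 16 tests with Benjamini-Hochberg adjustment. The hypothesis that leaf-enriched features are higher in light-grown than in dark-grown callus was not borne out at both concentrations. Their median log2 fold change was 0.50 at 2 mg/L (adjusted p = 8.43e-06, 61.6% of 1708 features higher) and -0.072 at 4 mg/L (adjusted p = 0.632). Of 4 against 2 mg/L in light the median was -0.75 (adjusted p = 4.72e-06). The hypothesis that bulb-enriched features are higher in light-grown callus at 2 mg/L could not be settled: their median was 0.56 (adjusted p = 0.00350), but 79.7% of the set was tested in callus, under the 80% set as a minimum, so the check is void. After this shortfall and the values had been seen, the test was repeated on every feature with a count in callus, which covered 88.0% of the set and gave a median of 0.54 (adjusted p = 0.00285). This repeat was made because of the shortfall, and it does not replace the void check. In the repeat the leaf-enriched medians were 0.44 and -0.05. Root-enriched features had medians of 0.77 at 2 mg/L (adjusted p = 0.00392) and 0.65 at 4 mg/L (adjusted p = 0.00350) for light against darkness. For basal plate-enriched features the lowest adjusted p of the 4 contrasts was 0.0887.

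Crpow_TRINITY_DN5960_c0_g1, the largest rise under the naming rule, had 0 counts in all 5 dark-grown callus libraries and between 1.25 and 21.3 CPM in the other 16 libraries. Among 22187 features with at least 1 CPM in every organ library, it was the 1 feature absent from the 5 dark-grown libraries and at 1 CPM or more in the other callus libraries. Random dropout of low features is argued against, because 0 of the 461 other sets of 5 callus libraries had such a feature. A response to darkness rather than a donor difference may explain it, but both remain open, since 0 of the 21 samples have a label that gives a donor plant.

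Crpow_TRINITY_DN9770_c0_g1, which had 0 counts in leaves and root, had 445 to 1200 counts in light-grown callus at 2 mg/L, 0 to 1 in light-grown callus at 4 mg/L and 3 to 14 in dark-grown callus. No explanation was tested for this.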
